A study of Mus musculus with 6 samples. Its data were reported in "Single-cell imaging and transcriptomic analyses of endogenous cardiomyocyte dedifferentiation and cycling" (2019).

How the data were processed

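RNA of 6 mouse heart cell samples was measured on whole-genome Affymetrix arrays, with 1 array per sample. By the sample descriptions, 3 arrays held progenitor cells that had arisen from dividing, dedifferentiated cardiomyocytes of bi-transgenic mice (CPC), and 3 held cardiomyocytes of adult bi-transgenic mice (Ctl). The labels speak of cells captured singly in a microfluidic device and of direct cDNA synthesis and amplification with a NuGEN kit. They do not state how many cells an array holds and name no animal or culture. A p-value therefore measures only the spread between these 6 arrays, which can be technical, and where an array held a lone cell or a group came from 1 animal, the arrays would not be independent replicates of a condition.

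The deposited expression values were log2 intensities that the authors obtained with RMA (background correction, quantile normalization and probe set summary); Partek was also named, and no versions were given. The authors also deposited a table of their own comparison, which holds 2 other kinds of value: a signed fold change of CPC over Ctl, and a p-value with its step-up adjusted value. The log2 values were used as deposited, and no detection calls came with them.

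Of 45101 probe sets, 64 Affymetrix controls were set aside and 45037 were tested. Probe sets that named exactly 1 gene numbered 38011. Symbols were brought up to date through the gene identifier of the file where the reference table had it, which changed 3174 of them. A gene was read from its probe set with the highest mean over the 6 arrays, which gave 20677 genes; 5746 probe sets without a gene name and 1280 that named several genes were tested but not counted as genes. No genome build was given, so positions were not assigned.

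CPC was compared with Ctl in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no fold change filter), and p-values were adjusted by Benjamini-Hochberg over the 45037 probe sets, with a threshold of 0.05. Gene lists were tested with camera on 1 probe set per gene with a preset correlation of 0.01, adjusted over the lists, and again with a correlation estimated per list. With fry the question was another one, whether the members of a list move on balance one way, without a comparison with other genes. Beside each list stand the members that passed over all probe sets and the members that passed when adjusted over the list alone. Array agreement was described by Pearson correlation and principal components. RNA quality was read from the 3′ minus 5′ log2 difference of the Actb and Gapdh control probe sets, with an exact two-sided permutation test whose smallest possible p with 3 against 3 arrays is 0.1.

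The comparisons, the gene lists, the rule for named genes and all alternatives except 1 were fixed before the data were examined. The rule named the 6 largest rises and the 6 largest falls among genes past the threshold whose arrays did not overlap between groups; from each list the largest rise and fall past the threshold and up to 2 more members of the larger direction, or, where none passed, the member with the smallest p; all genes of the study's text that the arrays measured; and Actb and Gapdh. No probe set outside the controls named Gapdh alone, so it was read only as a control. Not every gene that the rule selected is named in the text. Other members of the lists are named where they are the few behind a count or as examples, and these were chosen after their values were seen.

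The pipeline was tested on simulated data of the same size and spread, with 50 genes changed at each size. It recovered 14% of 2-fold changes (1 on the log2 scale), 44% at 2, 74% at 3 and 90% at 5 on the log2 scale, and 23 of its 134 calls were false. The alternatives covered scaling, a filter on dim probe sets, the variance model, array weights, a replicate block, leaving out each array in turn, the choice of probe set, a test without moderation, stricter thresholds and other list tests. A weight per group was added after the wider spread of the CPC arrays had been seen. The number of arrays limits the precision of all values, since arrays have no read depth.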

Results

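Expression was measured on 6 mouse arrays, 3 of CPC and 3 of Ctl. Each array gave log2 RMA intensities for 45037 probe sets, with array medians between 7.32 and 7.47. The number of arrays limits the precision, and levels near the lower quartile of an array (6.33 to 6.55) were taken as background. No detection call sets this limit, and background may reach higher. Folds over a dim group that are written without "at least" may therefore be lower bounds too. Log2 differences are printed from the measured means. Where at least 1 array of the lower group lay at or under 6.55, they are lower bounds only if that group's mean was above 6.55. The fold of any such gene is a lower bound, taken against 6.55 if the group mean was lower still. Such folds are written with "at least", and the rank of such genes among the large changes is not fixed. Group values below are means ± SD with n = 3 arrays per group, and differences are CPC minus Ctl on the log2 scale. The comparison asks how cells that grew out of dedifferentiated adult cardiomyocytes differ in expression from adult cardiomyocytes.

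CPC had much lower levels of transcripts for the contractile apparatus, calcium handling and mitochondrial energy metabolism than Ctl, and higher levels of transcripts for single genes of matrix, actin binding and growth signalling. Tnni3 (cardiac troponin I, probe set 1422536_at) was at least 131-fold lower in CPC, at 6.74 ± 0.55 against 13.77 ± 0.16 in Ctl (SD, n = 3 each; log2 difference -7.03, SE 0.30, adjusted p = 0.00023). Lox (lysyl oxidase, which cross-links collagen, 1448228_at) was at least 61.0-fold higher, at 12.52 ± 0.27 against 6.59 ± 0.16 (SD, n = 3 each; difference 5.93, SE 0.20, adjusted p = 0.00015). Over the mean of its 3 probe sets the difference was 2.87. Of 20677 genes, 237 were higher and 924 were lower in CPC. Leaving out 1 array gave 94 (without Ctl 1) to 529 (without CPC 3) higher and 495 (without Ctl 3) to 1145 (without CPC 1) lower. At an unadjusted p under 0.05 the balance was the other way, with 2265 higher and 2109 lower. The median difference of all genes was 0.19, an offset that favours small rises in such a count.

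The other large falls were those of Myh6 (the main adult myosin heavy chain, 1417729_at; -6.92, SE 0.40, at least 121-fold), Ckmt2 (mitochondrial creatine kinase, 1428722_at; -6.85, SE 0.26, at least 115-fold), Actc1 (cardiac actin, 1415927_at; -6.81, SE 0.23, at least 106-fold), Myl2 (ventricular myosin light chain, 1448394_at; -6.74, SE 0.31, at least 107-fold) and Tnnt2 (cardiac troponin T, 1424967_x_at; -6.41, SE 0.41, at least 85.1-fold). Saturation near the array maxima (14.34 to 14.60) was not excluded, so the folds of Myh6, Myl2 and Tnnt2, with mean Ctl levels above 14, are lower bounds too. The adjusted p of these 5 genes lay between 0.00015 and 0.00067. The other large rises were those of Pmaip1 (an apoptosis regulator of the Bcl-2 family, 1418203_at; 5.62, SE 0.41, at least 25-fold), S100a6 (a calcium-binding protein, 1421375_a_at; 5.58, SE 0.47, at least 34.7-fold), Anxa1 (annexin A1, 1448213_at; 5.58, SE 0.25, 47.7-fold), Cxcl1 (a neutrophil chemokine, 1457644_s_at; 5.34, SE 0.57, 40.4-fold) and Ereg (epiregulin, a ligand of the epidermal growth factor receptor, 1419431_at; 5.24, SE 0.26, at least 20.4-fold), with adjusted p between 0.00026 and 0.0048. Over the mean of their probe sets Anxa1 was at 3.40 and Cxcl1 at 4.72, and without probe sets that can match several transcripts Cxcl1 was at 3.73 and did not pass.

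**Figure D1:**
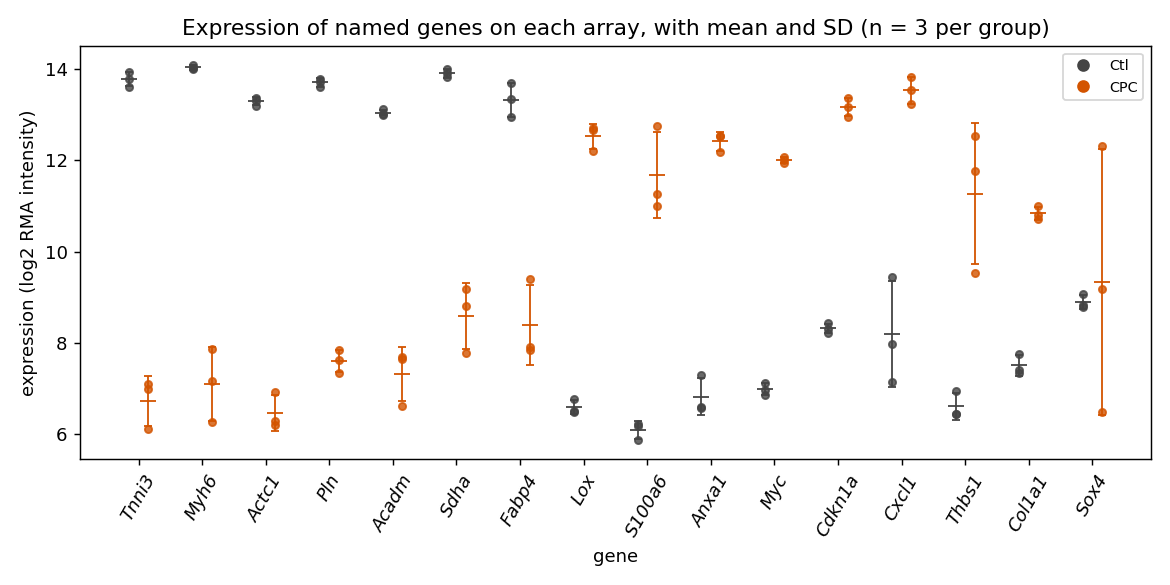
Log2 RMA intensity of named genes on each array, with points for arrays, horizontal bars for means and error bars for SD (n = 3 per group). Tnni3, Myh6 and Actc1 lay above 13 on every Ctl array, whereas Lox, Anxa1 and Myc lay above 11 on every CPC array.

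Among the sarcomere genes, 21 of 27 measured members fell, none rose and 6 did not pass (22 lower adjusted over the list alone; 1 higher at an unadjusted p under 0.05). Their median difference was -4.88, and the list was lower in CPC (adjusted p = 3.8e-32; adjusted p = 0.0335 with an estimated correlation). Beyond Tnni3, Myh6 and Actc1, Ttn (titin) fell by 5.25 and Actn2 (sarcomeric alpha-actinin) fell by 5.12. Cryab (a small heat shock protein of the Z-disc) was at 12.82 ± 0.094 in CPC and 13.21 ± 0.21 in Ctl and did not pass (adjusted p = 0.274).

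Of 28 genes for calcium handling and ion channels, 21 fell and none rose (21 lower adjusted over the list alone; 0 higher at an unadjusted p under 0.05), with a median of -2.91 (adjusted p = 8.3e-25; adjusted p = 0.0335 with an estimated correlation). Pln (phospholamban, which restrains the calcium pump of the sarcoplasmic reticulum) fell by 6.09, and Ryr2 (its calcium release channel, -5.72) and Casq2 (its calcium buffer, -5.68) fell by at least these amounts, since 1 CPC array was at background for each.

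Among 18 cardiac transcription factors, 4 fell and none rose (7 lower adjusted over the list alone; 0 higher at an unadjusted p under 0.05): Myocd (-3.91), Ppargc1a (a regulator of mitochondrial genes, -3.49), Prox1 (-3.33) and Mef2c (-2.06). The median of the list was -0.54 (adjusted p = 2.4e-06; adjusted p = 0.0382 with an estimated correlation). Gata4 (-0.092), Nkx2-5 (0.25), Tbx5 (-0.33) and Hand2 (-0.090) did not pass, and the Ctl levels of Gata4 (7.73), Nkx2-5 (7.09) and Tbx5 (6.86) were close to or below the array medians. Other members were lower without passing, among them Tbx20 (-3.88, adjusted p = 0.0886, Ctl level 12.17), Esrrg (-2.73, adjusted p = 0.0828) and Mef2a (-1.13, adjusted p = 0.119). No member was higher by more than 0.3141. Of 12 genes linked to fetal or stressed myocardium, Myh7 (-3.32) and Nppb (-1.57) fell and Actn1 (non-muscle alpha-actinin, 2.37) rose (1 higher and 2 lower adjusted over the list alone; 2 rose without CPC 1, and 0 without Ctl 1, without Ctl 2 or without Ctl 3). That list did not pass (adjusted p = 0.145, range over its camera alternatives 0.0802 to 0.469). The fry test asks whether the members move on balance one way, not whether they move apart from other genes, and so answers another question. It gave adjusted p = 0.0441. Leaving out 1 array ended the call of Mef2c (without CPC 2, Ctl 1 or Ctl 3) and of Actn1 (without CPC 3 or any 1 Ctl array). Over the mean of their probe sets Myocd (-2.13) and Prox1 (-1.72) fell less and still passed.

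The 3 lists of mitochondrial energy metabolism were lower in CPC. Of 24 oxidative phosphorylation genes, 17 fell (23 adjusted over the list alone), with a median of -2.95 (adjusted p = 3.3e-24; adjusted p = 0.0491 with an estimated correlation). Sdha (a subunit of succinate dehydrogenase) fell by 5.32, and Cox7a1 and Cox8b (muscle isoforms of cytochrome oxidase subunits) fell by 5.19 and dropped by 4.70. Of 24 fatty acid oxidation genes, 18 fell (20 adjusted over the list alone), with a median of -4.42 (adjusted p = 3.5e-24; adjusted p = 0.0335 with an estimated correlation), among them Acadm (medium-chain acyl-CoA dehydrogenase, -5.71), Cd36 (fatty acid uptake, -5.69) and Lpl (lipoprotein lipase, -5.57). Of 17 genes of the TCA cycle, 10 fell (17 adjusted over the list alone), with a median of -2.99 (adjusted p = 1.8e-18; adjusted p = 0.0491 with an estimated correlation), among them Pdha1 (-4.27) and Suclg1 (-3.79). None of the 3 lists had a member that rose, and none had a higher member at an unadjusted p under 0.05 or with an equal-variance test per probe set without moderation. The test without moderation passed fewer falls, 7 for oxidative phosphorylation, 7 for fatty acid oxidation and 4 for the TCA cycle. Leaving out 1 array lowered the number of falls to 10 for oxidative phosphorylation without Ctl 1, and to 11 for oxidative phosphorylation and 6 for the TCA cycle without Ctl 3. Pdha1 did not pass without CPC 3 or without any 1 Ctl array (adjusted p from 0.0879 to 0.143). Sdha (-2.33) and Cd36 (-5.06) fell less over the mean of their probe sets and still passed.

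Glycolysis and the pentose phosphate pathway did not move as a list (18 genes, median 0.054, adjusted p = 0.587). The 3 members that rose were Tkt (transketolase, 3.33), Pgd (phosphogluconate dehydrogenase, 2.86) and Taldo1 (transaldolase, 2.73), which are enzymes of the pentose phosphate pathway. That pathway was not tested apart, and G6pdx, its first enzyme, was at 0.10 and did not pass (adjusted p = 0.787). Pfkm, the muscle form of phosphofructokinase, fell by 3.58. Adjusted over the list alone, 4 were higher and 2 lower, and without CPC 3, 5 rose and 2 fell. Taldo1 did not pass without Ctl 1 or without Ctl 3 (adjusted p = 0.0542 and 0.0583). Pgd was at 1.04 and did not pass without probe sets that can match several transcripts, and Tkt was at 1.89 over the mean of its probe sets and still passed.

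**Figure D2:**
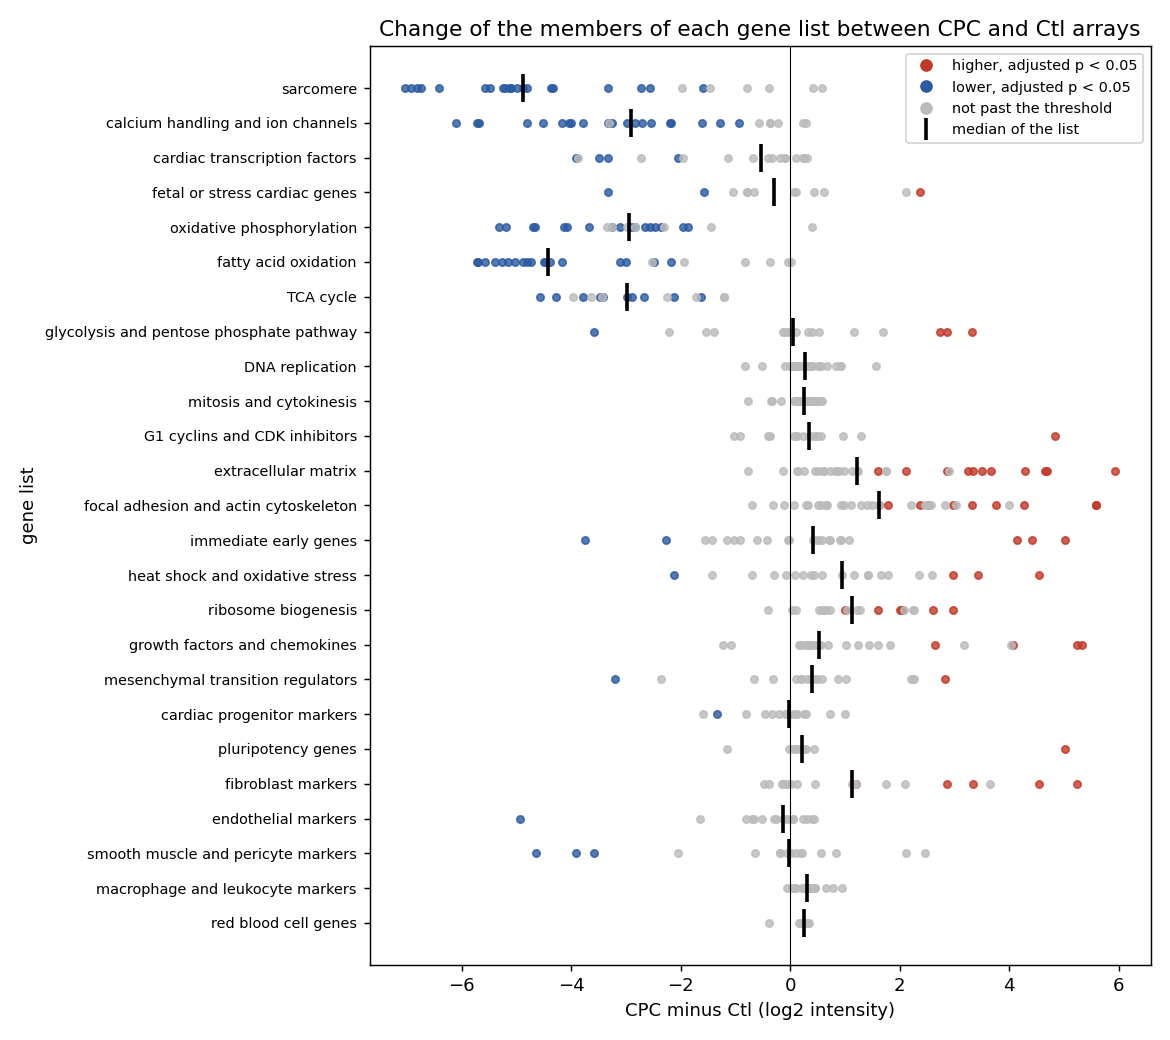
Log2 difference (CPC minus Ctl) of each member of the gene lists, with a vertical bar at the median of each list and colour for members past the threshold. Medians ran from -4.88 for sarcomere genes to 1.62 for focal adhesion and actin cytoskeleton genes.

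Extracellular matrix genes rose in 11 of 31 members and fell in none (14 higher adjusted over the list alone), with a median of 1.21. The list was higher with the preset correlation (adjusted p = 4.6e-07), a call that was lost at adjusted p = 0.206 with an estimated correlation. Besides Lox, Col5a2 (a fibrillar collagen chain, at least 4.68) and Thbs1 (thrombospondin 1, at least 4.66) rose, with 1 and 2 Ctl arrays at background, and Col1a1, Fn1 and Bgn rose by 3.24 to 4.29. Focal adhesion and actin cytoskeleton genes rose in 10 of 35 members and fell in none (22 higher adjusted over the list alone), with a median of 1.62 (adjusted p = 1.8e-08; adjusted p = 0.217 with an estimated correlation). S100a6, Anxa1, Cald1 (caldesmon, 4.27) and Vim (vimentin, 3.33) were among them, whereas Itgb1 (-0.70), Vcl (-0.11) and Tln1 (1.11) did not pass. Actb was at 13.44 ± 0.48 in CPC and 12.93 ± 0.21 in Ctl (0.51, adjusted p = 0.343), and its other probe set was 2.62 higher (adjusted p = 0.0047); over the mean of the 2 it was 1.56 higher and passed. No member of these 2 lists was lower at an unadjusted p under 0.05. Leaving out 1 array lowered the number of rises to 6 for matrix genes without Ctl 1 or without Ctl 2, to 7 without Ctl 3, and to 6 for adhesion and actin genes without Ctl 1. The call of Thbs1 was lost without CPC 1 or any 1 Ctl array (adjusted p from 0.0555 to 0.0919). Those of Cald1 (0.0612 to 0.0917) and Vim (0.0570 to 0.102) were lost without any 1 CPC array and without Ctl 1. Over the mean of their probe sets Lox (2.87), Col5a2 (2.76), Cald1 (2.83) and Col1a1 (1.72) rose less and still passed. The median difference of all genes was 0.19, and that of genes below the median level was 0.22.

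Signal and stress genes changed in both directions. Of 23 immediate early genes, Myc (5.01), Gadd45b (4.41) and Fosl1 (4.15) rose, whereas Fos (-3.75) and Dusp1 (-2.27) fell (3 higher and 2 lower adjusted over the list alone; 0 fell without Ctl 1 or without Ctl 3), and the list did not pass (adjusted p = 0.725; adjusted p = 0.0465 without CPC 3, in a range over its alternatives from 0.0465 to 0.990). Of 27 growth factors and chemokines, 4 rose and none fell (5 higher adjusted over the list alone; 1 lower at an unadjusted p under 0.05; 7 rose without CPC 3): Cxcl1, Ereg, Csf1 (a macrophage growth factor, 4.07) and Ccl2 (a monocyte chemokine, 2.65). The list had a median of 0.53 and was higher with the preset correlation (adjusted p = 0.00036), but adjusted p = 0.133 with an estimated correlation. Of 21 heat shock and oxidative stress genes, Hmox1 (haem oxygenase, 4.54), Hspb1 (a small heat shock protein, at least 3.43, as its mean CPC level of 14.03 may be saturated) and Hspa1b (2.98) rose and Nqo1 (a quinone reductase, -2.12) fell (8 higher and 1 lower adjusted over the list alone; 5 rose without CPC 3). Its median was 0.95 (adjusted p = 0.0163; adjusted p = 0.437 with an estimated correlation), and the call was also lost without CPC 1 (adjusted p = 0.133) and without CPC 2 (adjusted p = 0.0860). Of 20 ribosome biogenesis genes, 6 rose and none fell (7 higher adjusted over the list alone; 0 lower at an unadjusted p under 0.05), among them Tsr1 (2.98), Grwd1 (2.60) and Nop2 (2.04). Tsr1 did not pass when any 1 of the 6 arrays was left out (adjusted p from 0.0580 to 0.122). Over the mean of their probe sets Tsr1 (2.19), Grwd1 (1.34) and Csf1 (3.47) still passed, as did Hspa1b with a larger rise, but without probe sets that can match several transcripts Grwd1 was at 0.51 and did not. The median of the ribosome biogenesis list was 1.13 (adjusted p = 5.6e-05; adjusted p = 0.133 with an estimated correlation). Other calls of these lists that leaving out 1 array ended were those of Fos (without Ctl 1 or Ctl 3), Dusp1 (without CPC 3, Ctl 1 or Ctl 3), Ccl2 (without CPC 2 or any 1 Ctl array) and Hspa1b (without any 1 array but Ctl 2), at adjusted p from 0.0525 to 0.118.

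Among the cell cycle lists, Cdkn1a was the 1 gene past the threshold over all probe sets with all 6 arrays at equal weight. None of 28 DNA replication genes and none of 29 mitosis and cytokinesis genes passed with limma, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 2 and 4 of them were higher and 0 were lower, and the test without moderation passed 0 in both lists. Without CPC 3, 1 DNA replication gene was higher. Mcm4 lay at 10.65, 9.58 and 6.279 on CPC 1, CPC 2 and CPC 3, and between 7.76 and 8.214 in Ctl. Rrm2 lay at 6.159, 10.93 and 5.868 in the same order, against 5.899 to 7.906 in Ctl. Gins1 was at 8.692 on Ctl 2 and at 5.73 and 5.785 on Ctl 1 and Ctl 3. A test of group means can miss a rise on 1 array, and the simulation recovered only 14% of 2-fold changes. The lack of calls therefore does not exclude cycling in some cells. The medians of the replication and mitosis lists were 0.26 (adjusted p = 0.240) and 0.25 (adjusted p = 0.168), near the median of all genes. With only probe sets above the median level the mitosis list was higher (adjusted p = 0.0322, in a range over its alternatives from 0.0322 to 0.751), and fry, with its other question, gave adjusted p = 0.0147 for the replication list (camera alternatives 0.0850 to 0.694). Mcm2 (a subunit of the replicative helicase) had the smallest p of its list (0.94, SE 0.22, adjusted p = 0.0724) and Tpx2 (a spindle protein) that of the other (0.49, SE 0.16, adjusted p = 0.166). With a weight per array both passed, Mcm2 at 0.68 (adjusted p = 0.0143, in a range over its alternatives from 0.0143 to 0.240) and Tpx2 at 0.47 (adjusted p = 0.0130, range 0.0130 to 0.448). Mcm2 was at 0.55 and Tpx2 at 0.30 over the mean of their probe sets, and neither passed. Mki67, the proliferation antigen, was at 6.97 ± 0.37 in CPC and 7.30 ± 0.19 in Ctl, both below the array medians (adjusted p = 0.440). Among 18 G1 cyclins and CDK inhibitors, 1 gene rose and none fell over all probe sets (1 higher and 1 lower adjusted over the list alone; 3 higher and 1 lower at an unadjusted p under 0.05): Cdkn1a, the CDK inhibitor p21, was 28.6-fold higher, at 13.16 ± 0.20 against 8.32 ± 0.11 (4.84, SE 0.17, adjusted p = 0.00015). Its other probe set was 2.20 higher, and over the mean of the 2 the difference was 3.52. That list did not pass (median 0.35, adjusted p = 0.446), with camera alternatives from 0.277 to 0.729. The fry test, which does not set the list against the shift of 0.19 in the median of all genes, gave adjusted p = 0.00013.

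Markers of progenitor or pluripotent cells did not move as lists. Of 16 cardiac progenitor markers, Bmi1 (a Polycomb protein) fell by 1.34 and none rose (1 lower adjusted over the list alone; 1 higher at an unadjusted p under 0.05; 0 fell without CPC 2, without CPC 3, without Ctl 1 or without Ctl 3; median -0.019, adjusted p = 0.187). Kit (0.11), Isl1 (-0.091) and Ly6a (-1.59) did not pass. Of 12 pluripotency genes, Myc rose and none fell (1 higher adjusted over the list alone; 0 lower at an unadjusted p under 0.05; median 0.21, adjusted p = 0.187; camera alternatives 0.112 to 0.511; with fry, as another question, adjusted p = 0.0036), while Nanog (0.25), Pou5f1 (0.20) and Sox2 (0.13) did not pass. Of 18 regulators of mesenchymal transition, Zeb2 rose by 2.83 and Zeb1 fell by 3.19 (3 higher and 1 lower adjusted over the list alone; 2 rose without CPC 3, and 0 without CPC 1, without CPC 2 or without Ctl 1; median 0.40, adjusted p = 0.367). Of 5 Zeb2 probe sets 1 passed and the lowest was at -1.51, and over their mean Zeb2 was at 0.28 and did not pass. It also did not pass without any 1 CPC array or Ctl 1 (adjusted p from 0.0774 to 0.132). Of 4 Zeb1 probe sets 1 passed, and over their mean Zeb1 was at -0.82 and still passed.

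Markers of other heart cell types gave a mixed picture. Of 20 fibroblast markers, 5 rose and none fell (7 higher adjusted over the list alone; 0 lower at an unadjusted p under 0.05; 3 rose without Ctl 1 or without Ctl 2): S100a4 (5.23), Pdpn (4.55), Col1a1 (3.33), Col1a2 (2.87) and Thy1 (1.21; at least 2.13-fold, with 2 Ctl arrays at background). The list was higher with the preset correlation (median 1.13, adjusted p = 0.0044), a call that was lost at adjusted p = 0.217 with an estimated correlation. Of its members, 6 also stood in other lists. The fibroblast markers Pdgfra (-0.047), Lum (-0.38), Postn (-0.13), Fap (0.13) and Pi16 (0.0074) did not pass. Of 17 endothelial markers, Fabp4 (a fatty acid-binding protein) fell by 4.94 and none rose (1 lower adjusted over the list alone; 0 higher at an unadjusted p under 0.05; 3 fell without Ctl 2; median -0.14, adjusted p = 0.0632). That list passed without CPC 3 (adjusted p = 0.0487) and without Ctl 2 (adjusted p = 0.00060), in a range over its alternatives from 0.00060 to 0.546. Of 16 smooth muscle and pericyte markers, Abcc9 (-4.63), Myocd (-3.91) and Rgs5 (-3.59) fell and none rose (3 lower adjusted over the list alone; 4 higher at an unadjusted p under 0.05; 1 rose without CPC 1, without CPC 2 or without CPC 3; median -0.019, adjusted p = 0.168). Without Ctl 2 the list passed (adjusted p = 0.0363, range 0.0363 to 0.546). Of the smooth muscle and pericyte markers, 3 also stood in other lists. Myocd is among the cardiac transcription factors above, so its fall does not mark smooth muscle or pericytes alone. Abcc9 was even on Ctl 1, Ctl 2 and Ctl 3 (11.8, 11.81 and 12.04), unlike Rgs5 (12, 10.22 and 12.8). Which cells its signal came from was not tested, so its fall need not be a loss of smooth muscle or pericyte RNA. None of 19 macrophage and leukocyte markers passed with limma or adjusted over the list alone (median 0.30, adjusted p = 0.0922; without CPC 1 adjusted p = 0.0238, range 0.0238 to 0.550), with Ptprc (0.79, adjusted p = 0.144) at the smallest p. None of 7 red blood cell genes passed either (median 0.25, adjusted p = 0.638), with Alas2 (-0.38, adjusted p = 0.206) at the smallest p. Alas2 could not be told from background in either group (5.71 in CPC and 6.09 in Ctl), so its difference is not a measured change. At an unadjusted p under 0.05, 3 macrophage markers were higher and 0 lower (1 rose past the threshold without CPC 1), and 0 red cell genes were higher and 1 lower; the test without moderation passed 0 in both. The call of Rgs5 was lost without any 1 array but Ctl 2 (adjusted p from 0.0612 to 0.126), that of Col1a2 without CPC 1, CPC 3, Ctl 1 or Ctl 2, and that of Thy1 without Ctl 1 or Ctl 2. Over the mean of their probe sets Col1a1 (1.72) and Fabp4 (-2.28) moved less and Abcc9 (-5.44) more, and all 3 still passed.

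Of 12 genes that the study's text names around dedifferentiation, 5 rose, 2 fell and 5 did not pass (6 higher and 2 lower adjusted over the list alone). The study chose some of them on dedifferentiated cells of this kind, so their directions are not independent evidence. S100a6, Myc, Thbs1, Fosl1 and Tmsb10 (a thymosin that binds actin, 3.77) rose, and Myh6 and Myh7 fell. Runx1 (0.87, adjusted p = 0.171), Dab2 (0.54, adjusted p = 0.635), Sox4 (0.43, adjusted p = 0.861), Cdk2 (0.23, adjusted p = 0.618) and Ccnb1 (0.074, adjusted p = 0.799) did not pass. The Sox4 probe set read here lay at 12.31, 6.49 and 9.18 on the CPC arrays against 8.90 ± 0.15 in Ctl, while 2 other Sox4 probe sets were higher (2.95, adjusted p = 0.0147; 1.91, adjusted p = 0.0030). Sox4 was 1.23 higher and passed over the mean of its 8 probe sets. Of 5 Tmsb10 probe sets, 3 were higher, and 1 was at -1.69 and did not pass (adjusted p = 0.179). Over their mean Tmsb10 was at 2.30 and still passed, but without probe sets that can match several transcripts it was at 0.57 and did not. Thbs1 lost its call without CPC 1 or any 1 Ctl array. The list was at a median of 0.71 (adjusted p = 0.0729; adjusted p = 0.217 with an estimated correlation), and passed without CPC 2 (adjusted p = 0.0390), without CPC 3 (adjusted p = 0.0394) and without Ctl 3 (adjusted p = 0.0316), in a range over its camera alternatives from 0.0180 to 0.307. As another question, fry gave adjusted p = 0.00047.

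In all, 1161 genes (5.62%) passed. The median was 2.11 for the rises and -2.46 for the falls; 27 genes rose and 148 fell by at least 16-fold. With the preset correlation 12 of the lists passed, with an estimated correlation 6 (sarcomere, calcium handling and ion channels, cardiac transcription factors, oxidative phosphorylation, fatty acid oxidation and TCA cycle), and with fry, which does not compare a list with other genes, 16. In the deposited table of the authors' own comparison, 154 probe sets were higher and 629 lower at a step-up value under 0.05, against 478 and 1972 probe sets with limma here. Its p-values differed from those of an equal-variance test without moderation by at most 0.0016 in log10. Its log2 fold changes differed from those computed here by at most 6.9e-05, with the same sign in 100% of probe sets.

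The number of genes past the threshold moved with single arrays: 94 higher and 518 lower without Ctl 1, 147 and 732 without Ctl 2, 104 and 495 without Ctl 3, and 529 and 901 without CPC 3.

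Pearson correlation across probe sets averaged 0.950 among Ctl arrays (0.933 to 0.971), 0.815 among CPC arrays (0.792 to 0.858) and 0.750 between groups (0.684 to 0.809). CPC 1 correlated with CPC 3 at 0.792, below its 0.809 with Ctl 1. Probe sets are not independent replicates. The first principal component held 53.6% of the variance and separated CPC from Ctl, and the second held 21.3% and set CPC 3 apart. The median SD per probe set was 0.309 in CPC and 0.194 in Ctl. The 3′ minus 5′ difference of Actb and Gapdh, which grows as cDNA loses its 5′ end, averaged 1.43 ± 0.47 in CPC and 0.72 ± 0.10 in Ctl (SD, n = 3; difference 0.71, exact permutation p = 0.1, two-sided, the smallest possible), and so it differed between the same groups as the lists above. It was 0.45 without CPC 3, in a range of 0.45 to 0.91 over leaving out each array. Over all 4 control transcripts the difference was 0.31 (exact permutation p = 0.3).

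**Figure D3:**
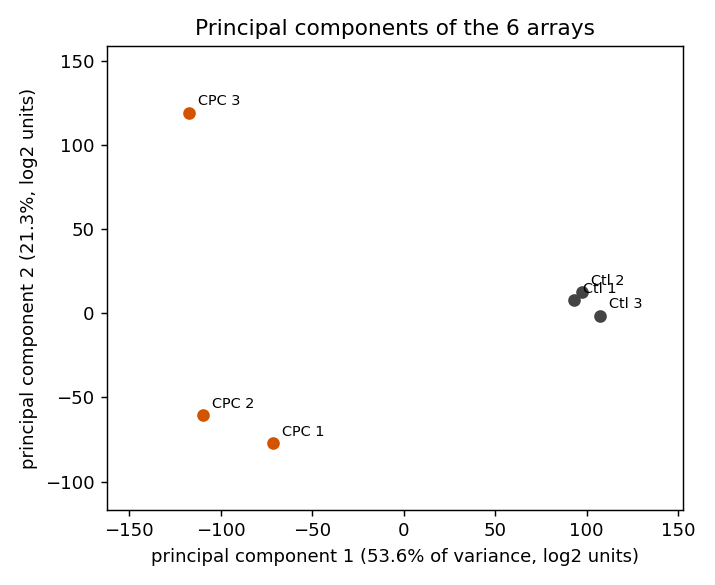
The first and second principal components of the 6 arrays over all probe sets (log2 units), with a point per array coloured by group. The first component (53.6% of variance) separates CPC from Ctl, and the second (21.3%) sets CPC 3 apart.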

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

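The tests of the repeat element controls and of the probe sets without exactly 1 gene name were chosen only after the result was seen, and no explanation was tested for either.

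The arrays carry control probe sets for mouse repeat elements, which the comparison of genes did not use. The control for the B1 repeat was higher in CPC, at 13.40 ± 0.15 against 12.26 ± 0.32 in Ctl (SD, n = 3; difference 1.14, exact permutation p = 0.1, the smallest that 3 against 3 arrays allow). The 2 controls for the B2 repeat differed by -0.012 (exact permutation p = 0.9) and 0.16 (exact permutation p = 0.6), and the 18S ribosomal RNA control by 0.10 (exact permutation p = 0.3).

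Among 7026 probe sets that name no gene or several, which were not counted as genes, 84 were higher and 186 were lower in CPC. The largest fall was that of 1448827_s_at (from 13.83 in Ctl to 7.22 in CPC, adjusted p = 0.00043), and the largest rise was that of 1421811_at (from 6.04 to 12.26, adjusted p = 0.0014).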

How the results depend on the processing

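The alternative with a weight per group was chosen only after the result was seen; it gave 230 genes higher and 867 lower.

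Across the alternatives, more genes were lower than higher in CPC except with a weight per array, which gave 4685 higher and 2894 lower; there CPC 2 had a weight of 5.92, CPC 1 of 0.322 and CPC 3 of 0.231, so that the result rested mostly on 1 CPC array. Leaving out 1 array gave 94 to 529 genes higher (94 without Ctl 1, 104 without Ctl 3, 147 without Ctl 2 and 529 without CPC 3) and 495 to 1145 lower (495 without Ctl 3, 518 without Ctl 1). Without CPC 3, 180 of the 237 higher genes and 748 of the 924 lower genes were kept. Without moderation 74 were higher and 302 lower, at adjusted p at or under 0.01 and over 2-fold 90 and 430, and when tested against a 2-fold change 59 and 343. The last 2 are stricter by construction. The first lacks the 2.16 prior degrees of freedom that moderation adds, and so has less power. How much of its lower counts this accounts for was not tested. With the replicate number as a block, 131 were higher and 595 lower, with fewer residual degrees of freedom; the deviations of arrays with equal numbers correlated at -0.047, -0.013 and -0.11, and no array was closest to the one with its own number. Rescaling, a filter on dim probe sets, other prior variances and other choices of probe set gave 174 to 337 higher and 825 to 1149 lower. With a correlation estimated per list 6 lists passed; fry gave 16, and the robust prior has no counterpart for lists.

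Of 60 genes past the threshold that the rule for named genes selected, 42 passed under all alternatives run gene by gene (16 or 17 for each; the thresholds with a fold change were counted over all genes only) and 18 lost the call under at least 1; of 12 lists, 6 and 6. Of 10 such genes not past the threshold, 7 passed under at least 1 alternative (Mcm2, Tpx2, Ptprc, Alas2, Runx1, Sox4 and Actb), and of 14 lists, 10 did. Of these genes, Alas2 lay at background in both groups. Some values not past the threshold reversed, and the cause was not tested: Dab2 (-0.33) and Sox4 (-1.97) with array weights, and, without probe sets that match several transcripts, the camera direction of the glycolysis list, whose median kept its sign (0.054 and 0.0036), and of the immediate early list, whose median turned too (-0.021). Leaving out 1 array gave -0.26 to 1.03 for Dab2, -1.06 to 1.84 for Sox4 (the lowest of both without CPC 1), -0.024 (without CPC 3) to 0.15 for Ccnb1, and list medians of -0.0065 (without CPC 1) to 0.30 for glycolysis and 0.13 to 0.47 for immediate early genes, whose camera direction turned without CPC 1 and without CPC 2.

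Over probe sets above the median level only, correlation averaged 0.605 among CPC arrays, 0.912 among Ctl arrays and 0.417 between groups; the cause was not tested. Signal over background limits dim genes, and for these arrays the signal gives no detection call.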

Other observations

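The tests of a wider CPC spread and of scaling, and both tests of the vascular and stromal transcripts, were chosen only after the result was seen.

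Cdkn1a (p21) and Pmaip1 (Noxa) are known targets of p53, which raised the hypothesis that other targets of p53 rose as well. Of 24 other targets, 1 rose and 4 fell. Phlda3 was 2.10 higher (adjusted p = 0.0176), whereas Perp (a desmosomal membrane protein) fell at least 19.4-fold, to background in CPC, Sesn1 fell by 3.06, Rrm2b fell by 1.96 and Ccng1 fell by 1.64. Mdm2 (1.60, adjusted p = 0.352) and Bax (2.04, adjusted p = 0.133) did not pass, and leaving out 1 array ended the calls of Phlda3 (adjusted p = 0.0805 without Ctl 1 and 0.0762 without Ctl 3), of Ccng1 (0.0570 to 0.0725 without any 1 Ctl array) and of Rrm2b (0.0643 to 0.160 without any 1 array but CPC 1). Their median was 0.2553 and their mean 0.012, while camera placed the list lower (p = 0.455 with the preset correlation). The test did not show a joint rise, and since the targets moved both ways it does not exclude a rise of some of them.

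Esr1, the oestrogen receptor gene, was singled out after its values were seen. Its probe set 1421244_at fell from 13.15 ± 0.11 in Ctl to 6.92 ± 0.79 in CPC (SD, n = 3; at least 75.3-fold, adjusted p = 0.00068), together with the sarcomere genes. By the description of the study, the mice carry a Cre recombinase fused to mutated oestrogen receptor domains under the Myh6 promoter, and this probe set may read that transgene. The other Esr1 probe sets were low in Ctl, at percentiles 28.7 and 7.82, and did not pass, and 0 of these 2 were both high in Ctl and 4-fold lower in CPC, as a fall of the mouse's own Esr1 would show. The position of the probes in the transcript was not known here, so the mouse's own Esr1 stays open.

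Past the threshold fewer genes rose (237) than fell (924), whereas at an unadjusted p under 0.05, 2265 were higher and 2109 lower. The latter count includes the offset of 0.19 in the median of all genes, which favours small rises. A wider spread between CPC arrays that hides rises from the test stays open: by size alone the ratio of falls to rises was 3.363 at 4-fold or more (908 and 270) but 1.83 at 2-fold or more (2137 and 1168), and without CPC 3, 529 genes were higher and 901 lower. Rises that differ between CPC arrays and average out stay open: against the Ctl mean the ratio was 1.084 in CPC 1 and 1.43 in CPC 2 but 4.72 in CPC 3, and 74.4% of 4-fold rises were in 1 CPC array only, against 48.1% of falls. The 3′ minus 5′ difference of Actb and Gapdh followed the same order, at 1.04 on CPC 1, 1.30 on CPC 2 and 1.95 on CPC 3. RNA quality was not tested as a source of the excess of falls and stays open. Scaling stays open too. A shift of 0.515 would make the counts equal, and scaling as the cause needs the bioB and bioC hybridisation controls lower in CPC by about that much. They were 0.06846 higher in CPC (SE 0.344), an error too wide to decide. The median of all genes was also higher in CPC. Falls still outnumbered rises after quantile normalization again (825 and 285) and after centring each array on its median (904 and 229). The difference between the cells themselves stays open as well and was not tested apart from these.

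Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many genes past the threshold, the real one with 1161, and the highest of the others gave 0; 10 splits are too few for a share under 0.05. For gene lists with the preset correlation, 3 splits gave as many lists, the real one with 12 and the highest of the others with 12. The lowest of the others still gave 6, so with this setting lists passed under every split. With an estimated correlation the real split gave 6 lists and the highest of the others 0. Every other split had CPC and Ctl arrays on both sides. Part of the real difference thus remained between its sides, and the rest widened the spread within them. Lists that passed there, and genes that did not, therefore do not measure what would be found without a group difference.

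Vascular and stromal transcripts differed among the Ctl arrays: the endothelial, smooth muscle and fibroblast lists were on average 0.83, 0.52 and 0.48 (medians 0.46, 0.14 and 0.19) higher in Ctl 1 and Ctl 3 than in Ctl 2, with the averages at or above percentile 99.99 of 10000 random lists of equal level. RNA of vascular and stromal cells in Ctl 1 and Ctl 3 may be the source; the methods text at hand does not describe how cells were selected, and the labels speak of cells captured singly. Of their members, Fabp4 (13.33, 12.95 and 13.69 on Ctl 1, Ctl 2 and Ctl 3) and Rgs5 (10.22 on Ctl 2, 12.80 on Ctl 3 and Ctl 1 between them) were lowest on Ctl 2. Other members did not show this: Abcc9 (11.8, 11.81 and 12.04 in the same order) and Myocd (12.04, 11.89 and 11.9) hardly differed between Ctl 1 and Ctl 2 or between Ctl 2 and Ctl 3. Col1a1 (7.77, 7.41 and 7.35) was lowest on Ctl 3. Of the members, 3 smooth muscle and 6 fibroblast ones also stood in other lists. A lower level of all genes of that range in Ctl 2 is argued against, because the pooled list differed by 0.6038 and the upper quantile of its random lists was 0.124. The macrophage (-0.042) and red cell (-0.086) lists did not differ in this way. The sarcomere (-0.32) and calcium handling (-0.34) lists differed the other way, at percentiles 0.14 and 0.33 of their random lists. The fatty acid oxidation list (-0.14) was at percentile 19.3. Ctl 2 thus stood apart in some cardiomyocyte transcripts as well.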
